A study of Mus musculus with 11 samples. Its data were reported in "Maternal Choline Supplementation during Normal Murine Pregnancy Alters the Placental Epigenome: Results of an Exploratory Study" (2018).

How the data were processed

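Mature miRNA abundance was analysed in 11 mouse placentas from 1X and 4X choline dams at embryonic day 15.5. Per the study's methods, small RNA libraries were made with an adapter ligation kit and size selected, and each placenta came from a different dam. The authors trimmed reads with cutadapt (version 1.8 in the submitters' processing notes) and mapped them to mature mouse miRNAs of miRBase with miRDeep2, whose version is not given in the sources used here. They left out a further 1X female placenta with a low share of miRNA reads, and it was not analysed here.

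The deposited table gives expected counts, that is, estimated counts that need not be whole, per mature miRNA and precursor. Reads that match several precursors appear as fractions. The deposited CPM columns were scaled by the authors to a common total over all entries of a sample and served only to check the counts. Summed columns that exceed the sum over these samples were not used. The table had 2061 entries for 1915 mature miRNAs, of which 83 had more than 1 entry. For these the entry of highest total was used, so that a miRNA with reads shared between precursors, such as let-7f-5p, can be understated. Counts were rounded to whole numbers for the tests.

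Counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, factors 0.814 to 1.20). A miRNA entered with a CPM over 1 in at least 1 sample, which left 926, of which 482 had a mean over 10 CPM. Groups were taken from the sample labels. The diet contrast used all placentas with sex as a term, and the sex contrast used diet as a term. The contrasts within males and females and their interaction came from a model with 1 mean per diet and sex group. P-values were adjusted by Benjamini-Hochberg over the tested miRNAs and called at FDR 0.2, and calls at 0.05 were also counted. The study states the threshold of 0.2 for its mRNA tests and none for its miRNA tests. CPM values in the text are normalized and given as mean ± SD, and log2 fold changes carry their standard error (SE). For edgeR the SE was derived from the test, as the absolute log2 fold change over the square root of the F statistic. Single values were tested by exact permutation of diet within sex. Other tools were the edgeR likelihood ratio test, the robust fit, DESeq2 1.42.0 and limma-voom (limma 3.58.1). Plots were drawn in Python 3.11.15 with matplotlib 3.10.9.

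A total of 18 miRNA lists, covering imprinted and X-linked loci, miRNA families and clusters, angiogenesis, regulators of DNA methyltransferases, cell type markers and candidate fragments of abundant RNA, was fixed before the data were examined. Lists were tested with camera on log2 CPM with the correlation between miRNAs estimated from the data, and called at an adjusted p under 0.05. Members of a list were matched by name. The overlap of the fragment candidates with other RNAs was not tested. Sfmbt2 families hold near-identical miRNAs, so that counts of single members are uncertain.

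The miRNAs named were fixed by a rule set before the data were examined: miR-2137 in every diet contrast, each miRNA past FDR 0.2, the 5 higher and 5 lower miRNAs of lowest p in each contrast, the 10 most abundant, and the 2 most abundant of each list. Others are named as chosen after their values were seen. Positions are those of the precursor in the GRCm38 annotation, matched by name for 1164 of 1193 precursors (97.6%).

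Libraries held 2290487 to 3990589 counts, so that 1 CPM stands for a few counts and the floor of 3 counts per library lies near 1 CPM. Reads without molecular identifiers are not independent molecules, and floors cover counting error only. As a check for duplicated libraries only, pairs within groups were compared by chi-square over miRNAs with at least 10 counts (32.0 to 712 per degree of freedom), and none agreed within sampling noise. The scripts were tested on simulated data with 200 miRNAs changed at once per contrast and counts drawn independently for each miRNA. The share recovered is given beside the contrast.

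Alternatives were other normalizations, no filter or a stricter one, other tests, other FDR thresholds, all entries as deposited, other model terms, male or female samples alone, the replicate number as a block, and each placenta left out in turn. Chosen after the data were seen were the sum over precursor entries, only miRNAs over 10 CPM, the likelihood ratio test together with no sex term, and the fit without the 3 placentas highest in miR-192-5p.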

Results

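Small RNA was sequenced from mouse placentas collected at embryonic day 15.5 whose mothers ate either the 1X diet, with 1.4 g of choline chloride in each kg, or the 4X diet, with 5.6 g. Choline is an essential nutrient that feeds the methyl donor pathway, and microRNAs (miRNAs) are short non-coding RNAs that lower the output of the mRNAs they pair with. The 11 placentas fell into 4 groups by diet and fetal sex, with 2 female and 3 male placentas in the 1X group and 3 of each in the 4X group. Each placenta came from a different dam. Library totals ranged from 2290487 to 3990589 counts over all deposited entries. The totals used here were 2942989 ± 559705 counts in 1X placentas (SD, n = 5) and 2875158 ± 499327 counts in 4X placentas (SD, n = 6). They differed by -58351 counts with sex held fixed (4X minus 1X, two-sided exact permutation p = 0.875). The direction of this difference turned when any of 5 single libraries was left out (-0.28 to 0.12 over all 11, in units of 1000000 counts), so none was taken from it.

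The most abundant miRNA was miR-21a-5p, a growth-associated miRNA found in many tissues, at 184687 ± 95459 CPM (normalized counts scaled to the library size; SD, n = 11). It took from 8.96% to 32.6% of the counts of a library. With 1 precursor entry, the highest, used for each miRNA, the next were let-7i-5p at 56218 ± 5129 CPM and let-7g-5p at 37942 ± 3975 CPM, members of the developmental timing family let-7. They were followed by miR-182-5p at 36506 ± 3642 CPM, the smooth muscle miRNA miR-143-3p at 36181 ± 4399 CPM, miR-148a-3p at 33431 ± 3944 CPM and miR-30d-5p at 30426 ± 1652 CPM. The imprinted miR-127-3p stood at 29514 ± 4068 CPM, let-7f-5p at 27240 ± 3204 CPM and miR-183-5p at 23526 ± 2661 CPM. Together these 10 most abundant miRNAs held 42.9% to 56.1% of the counts. Their order and membership rest on that choice. With precursor entries summed, an alternative chosen after the data were seen, let-7f-5p moved from rank 9 to 3 (48805 ± 5626 CPM), miR-26a-5p from 13 to 7 (31479 ± 3585 CPM) and miR-183-5p from 10 to 11, while the top 10 held 41.9% to 55.5%. Between diets the 10 of the first ranking had log2 differences from -0.10 for miR-143-3p to 0.33 for miR-21a-5p (SE 0.39), and none passed the test.

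The first comparison asked whether the maternal choline intake altered the placental miRNA profile. No miRNA passed the main test, which held no term for the replicate number, in the 11 placentas. Those of lowest p, miR-6538, miR-2137 and miR-5126, had lower means in the 4X group. The lowest p was that of miR-6538, which stood at 7.10 ± 3.89 CPM in 1X placentas (SD, n = 5) and 1.24 ± 0.99 CPM in 4X placentas (SD, n = 6). Its 4X mean lay near the floor of about 1 CPM. Its log2 fold change was -2.47 (SE 0.52, FDR = 0.336, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and its locus lies in an intron of Rnf144a (GRCm38, chromosome 12, 26414901 to 26415010, minus strand). The miRNA singled out by the study, miR-2137, stood at 14.3 ± 9.70 CPM in 1X placentas (SD, n = 5) and 4.88 ± 1.68 CPM in 4X placentas (SD, n = 6). Its log2 fold change was -1.48 (SE 0.41, FDR = 0.999, edgeR quasi-likelihood test). With the replicate number as a block, a setting described below, 5 miRNAs passed that test, among them miR-6538 and miR-2137 (FDR = 0.0285).

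The locus of miR-2137 lies in an intron of Zfp185 (GRCm38, chromosome X, 72992079 to 72992144, plus strand). Single 1X placentas ranged from 4.20 to 28.9 CPM and single 4X placentas from 2.59 to 7.32 CPM, so that 3 of 5 1X placentas lay above all 6 4X placentas. Each library held 8 to 72 counts of it. On the log2 CPM scale the difference was -1.16, and 9 of the 200 arrangements of the diet labels within sex gave one as large (two-sided exact permutation p = 0.045, the smallest possible being 0.005). Because the study chose this miRNA on the same samples, that p is not independent evidence. When any placenta but the 1X female and the 1X male numbered 2 was left out, the exact permutation p was 0.05 to 0.113, with fewer arrangements. With the mean log2 CPM of the candidate fragments of abundant RNAs as a covariate, the difference was -0.15 (SE 0.56). Without the 1X female placenta numbered 2, which had 4.20 CPM, the log2 fold change was -1.70 and passed (FDR = 0.137, edgeR quasi-likelihood test).

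**Figure D1:**
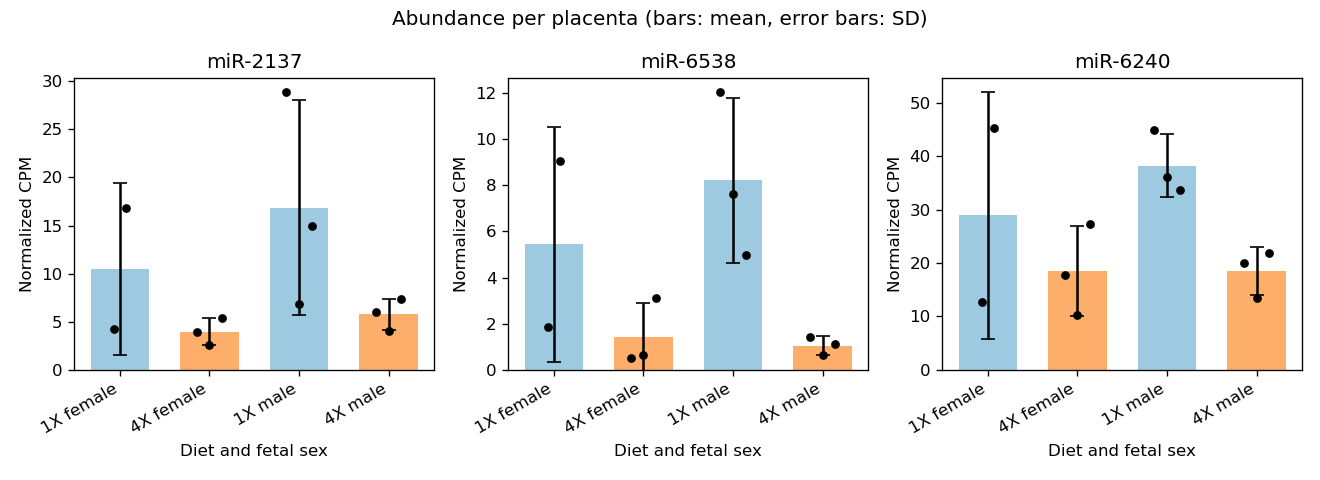
Normalized CPM (vertical axis) of miR-2137, miR-6538 and miR-6240 in each placenta (points) by diet and fetal sex (horizontal axis), with bars at the group mean and error bars of 1 SD, drawn from 0 upward. The group means of miR-2137 were 10.5 CPM in 1X female, 3.97 CPM in 4X female, 16.9 CPM in 1X male and 5.79 CPM in 4X male placentas, and the 1X points were the more widely spread.

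Other low-p miRNAs with a lower mean in 4X placentas were miR-5126 at 3.04 ± 1.54 and 0.933 ± 0.690 CPM in the 1X and 4X groups (log2 fold change -1.56), miR-3060-3p at 0.938 ± 0.667 and 0.111 ± 0.172 CPM (-2.68), and miR-141-5p at 18.2 ± 1.99 and 13.7 ± 1.60 CPM (-0.39). The last belongs to the epithelial miR-200 family. Those with a higher mean in 4X placentas were miR-669h-5p of the Sfmbt2 cluster at 29.6 ± 5.45 and 44.5 ± 11.2 CPM (0.58), miR-499-5p at 75.8 ± 12.8 and 108 ± 33.7 CPM (0.52), and miR-6516-5p at 3.17 ± 1.11 and 6.35 ± 2.55 CPM (0.98). The gene Myh7b, a myosin of slow muscle, hosts miR-499-5p. Also in this direction were miR-5101 at 0.195 ± 0.185 and 0.899 ± 0.645 CPM and miR-5134-3p, with no count in the 1X placentas and 0.542 ± 0.436 CPM in the 4X placentas, under the floor of 3 counts per library. The 4X mean of miR-5126 and both means of miR-3060-3p also lay under the floor of about 1 CPM. SD are over n = 5 1X and n = 6 4X placentas, and none of these 8 passed the main test. With the replicate number as a block miR-669h-5p and miR-499-5p passed.

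By edgeR's quasi-likelihood test 0 of 926 miRNAs passed FDR 0.2, and 27 had an unadjusted p under 0.05, of which 9 were higher and 18 lower in 4X placentas. The count at FDR 0.2 was 0 with the robust fit (lowest FDR 0.205), 0 with limma-voom, 1 with DESeq2 (miR-6538) and 3 with edgeR's likelihood ratio test (miR-2137, miR-3154 and miR-6538). At FDR 0.05 the count was 1 with DESeq2 (miR-6538, FDR = 0.013), 1 with the likelihood ratio test and 0 with the others, so the count depends on the test. Simulations here and for the contrasts below changed 200 miRNAs at once, with counts drawn independently. A few changed miRNAs are harder to call after adjustment, so the shares recovered do not show that such changes are absent. Under these conditions the fit recovered 71.5% of simulated 2-fold and 93.0% of simulated 4-fold changes at these depths. Without the 1X female placenta numbered 2 it called 3 miRNAs (miR-2137, miR-6240 and miR-6538), and without the 4X female placenta numbered 3 it called 1 (miR-6538).

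None of the 18 miRNA lists fixed before the data were examined passed for diet (camera with an estimated correlation, lowest adjusted p = 0.308). Of the 76 tested members of the Sfmbt2 cluster families, rodent miRNAs whose main locus is an intron of an imprinted gene active in placenta, 57 were lower and 19 higher in 4X placentas, with a median log2 fold change of -0.09. Its adjusted p was 0.0017 with a preset correlation and 0.921 with an estimated correlation. With 1 precursor entry each, the most abundant members were miR-669c-5p at 6527 ± 1693 CPM (SD, n = 11; log2 fold change -0.02) and miR-467e-5p at 1377 ± 96.3 CPM (-0.05), whereas with entries summed miR-467a-5p came before miR-669c-5p. Candidate fragments of abundant RNAs, miRNA entries thought to overlap ribosomal or similar RNA, had 12 of 15 members lower and a median of -0.29. That list had an adjusted p of 0.0454 with a preset correlation and 0.308 with an estimated correlation. Its most abundant members were miR-5099 at 2113 ± 404 CPM and miR-3968 at 118 ± 32.9 CPM (log2 fold change 0.12 and 0.20).

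The imprinted groups had medians near 0. In the Dlk1-Dio3 cluster, imprinted miRNAs that are maternally expressed, 68 of 102 members were higher (median log2 fold change 0.03), with miR-379-5p at 10997 ± 1397 CPM (-0.01). In the list of other imprinted loci 6 of 10 were higher (0.01), including miR-335-3p at 0.11 and miR-298-5p at 0.00. X-linked miRNAs had 45 of 75 higher (0.05), led by miR-322-3p (-0.01) and miR-351-5p (0.10). The mean of the X-linked list was 0.16 and that of miR-17-92 and its paralogs 0.037, while the test pointed lower in both. Growth and developmental groups also had medians near 0. Of these, miR-17-92 and its paralogs had 10 of 20 higher (0.00; miR-92a-3p -0.03, miR-20a-5p 0.04), the let-7 family 17 of 22 (0.06), and the miR-290 cluster of early embryonic and trophoblast stem cells 6 of 14 (-0.06; miR-292a-5p 0.02, miR-293-3p -0.07). Angiogenesis miRNAs had 27 of 40 higher (0.05; miR-126a-3p 0.14, miR-27b-3p 0.06). Regulators of DNA methyltransferases, the enzymes that methylate DNA, had 4 of 13 higher (-0.05; miR-148a-3p -0.02, miR-152-3p -0.05).

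None of the marker lists of other cell types passed for diet. Red cell miRNAs were lower in 7 of 7 (median log2 fold change -0.11; miR-451a -0.13, miR-486b-5p -0.18), leukocyte miRNAs in 8 of 10 (-0.08; miR-142a-5p -0.10, miR-146a-5p -0.02), vascular miRNAs in 5 of 7 (-0.10) and stromal miRNAs in 6 of 6 (-0.09; miR-199a-3p -0.03). Epithelial miRNAs were higher in 10 of 13 (0.08; miR-200c-3p 0.02, miR-203-3p 0.20) and endoderm or liver miRNAs in 4 of 7 (0.16; miR-192-5p 0.16, miR-215-5p 0.18). Striated muscle markers were higher in 2 of 5 (-0.13; miR-1a-3p -0.13) and neural markers in 3 of 6 (-0.02; miR-128-3p 0.14, miR-124-3p -0.06). The median and the test differed in sign for the muscle and neural lists. All lists other than the fragment candidates had an adjusted p of 0.921. Adjusted over the list alone, 1 epithelial, 1 muscle and 2 fragment members passed FDR 0.2.

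In male placentas the question was the same diet contrast in 3 against 3 samples. The lowest p was that of miR-467b-3p, a Sfmbt2 cluster miRNA, at 6.08 ± 1.61 CPM in 1X and 1.66 ± 0.24 CPM in 4X placentas (SD, n = 3 each; log2 fold change -1.84, SE 0.41, FDR = 0.644, edgeR quasi-likelihood test). Next was miR-6538 at 8.21 ± 3.56 and 1.05 ± 0.39 CPM (-2.91, SE 0.70, FDR = 0.644). Male values of miR-2137 were 16.9 ± 11.1 and 5.79 ± 1.63 CPM (-1.53, SE 0.55, FDR = 0.998). Without the 1X male placenta numbered 1 that log2 fold change was -0.94. Lower means in 4X placentas were also seen for 2 fragment candidates, miR-8114 at 22.2 ± 3.88 and 9.09 ± 5.81 CPM (-1.29) and miR-6240 at 38.2 ± 5.92 and 18.5 ± 4.46 CPM (-1.04). Higher means were those of miR-31-5p at 87.1 ± 21.5 and 147 ± 49.9 CPM (0.75), miR-3963 at 9.57 ± 4.57 and 24.4 ± 19.4 CPM (1.34) and miR-6516-5p (1.19). Of these, miR-3963 is also a fragment candidate, so the named candidates went both ways. Near the floor of about 1 CPM were X-linked miR-3475-3p at 0.475 ± 0.129 and 1.66 ± 0.24 CPM (1.69) and miR-3070-2-3p of the Dlk1-Dio3 cluster at 0.133 ± 0.231 and 1.31 ± 0.84 CPM (3.06). Their fold changes rest on few counts. In males the 4X means of miR-467b-3p and miR-6538 lay near that floor too.

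The quasi-likelihood test in edgeR passed 0 of 926 miRNAs in males, with 20 at an unadjusted p under 0.05 (13 higher and 7 lower). Counts at FDR 0.2 were 0 by the robust fit, DESeq2 and limma-voom and 2 by the likelihood ratio test (miR-467b-3p and miR-6538). The latter called the same 2 at FDR 0.05. In the contrasts below no tool called any at FDR 0.05. The list of fragment candidates, with 12 of 15 lower, had an adjusted p of 0.0282 with a preset correlation and 0.211 with an estimated correlation. No list passed with an estimated correlation. Adjusted over the list alone, 1 Sfmbt2, 1 muscle and 3 fragment miRNAs passed. Of the fragment candidates, 2 lower and 1 higher had an unadjusted p under 0.05 (edgeR quasi-likelihood test). In simulated data 57.0% of 2-fold and 85.0% of 4-fold changes were recovered.

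In female placentas, 2 against 3 samples, the lowest p belonged to miR-193b-5p, at 3.03 ± 0.17 CPM in 1X (SD, n = 2) and 0.951 ± 0.051 CPM in 4X placentas (SD, n = 3; log2 fold change -1.63, SE 0.51, FDR = 1 by edgeR's quasi-likelihood test). It had 12 and 9 counts in 1X females and 2, 3 and 2 in 4X females. The latter lie at or under the floor of 3 counts, so the small SD does not measure counting error. The miRNA miR-33-5p, carried in an intron of the sterol regulator Srebf2 and known to restrain cholesterol export, was at 24.9 ± 0.35 and 13.6 ± 1.12 CPM (-0.88). Female values of miR-2137 were 10.5 ± 8.90 and 3.97 ± 1.39 CPM (-1.40, SE 0.67, FDR = 1). That log2 fold change rested on the pair of 1X females, and was -0.11 without the one numbered 3 and -2.03 without the one numbered 2. Other lower means were those of miR-467h at 12.8 ± 1.04 and 7.80 ± 1.74 CPM (-0.70) and, near the floor of about 1 CPM, miR-3102-5p at 1.11 ± 0.66 and 0.165 ± 0.286 CPM (-2.72). Also near it was miR-3154, at 1.08 ± 1.07 CPM in 1X and without a count in 4X placentas. Higher means in 4X placentas were those of miR-96-3p, of a cluster known from sensory cells, at 11.5 ± 2.90 and 20.3 ± 4.39 CPM (0.84) and miR-664-5p (1.17). Near the floor, miR-5101 was at 0.131 ± 0.186 and 1.39 ± 0.55 CPM (2.92). The miRNAs miR-3084-5p and miR-5134-3p had no count in 1X females and 0.678 ± 0.201 and 0.745 ± 0.476 CPM in 4X females.

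Of 926 miRNAs, 0 passed FDR 0.2 in females by edgeR's quasi-likelihood test, and 17 had an unadjusted p under 0.05 (6 higher and 11 lower). The robust fit, the likelihood ratio test, DESeq2 and limma-voom also called 0. In the Sfmbt2 families 61 of 76 were lower, with an adjusted p of 0.003 with a preset correlation and 0.973 with an estimated correlation. No list passed with an estimated correlation, and 0 members passed when adjusted over the list alone. With 2 samples in the 1X female group, 51.5% of simulated 2-fold and 78.5% of simulated 4-fold changes were recovered.

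The interaction asked whether the diet difference itself differed between male and female placentas. Lowest in p was miR-467b-3p, whose means were 1.73 ± 0.16 CPM in 1X females (SD, n = 2), 3.06 ± 1.49 CPM in 4X females, 6.08 ± 1.61 CPM in 1X males and 1.66 ± 0.24 CPM in 4X males (SD, n = 3 each). Its interaction was -2.66 on the log2 scale (male minus female diet effect, SE 0.65, FDR = 0.716, edgeR quasi-likelihood test). Opposite directions in the sexes were also seen for miR-3475-3p (3.21, SE 0.79, FDR = 0.716), miR-33-5p (1.29), miR-8114 (-1.84), miR-96-3p (-1.09), miR-6989-3p (3.68), miR-7013-5p (-2.36) and the Hox cluster miRNA miR-196a-5p (1.04). Of these, miR-6989-3p had group means of 0.133 to 0.852 CPM, under the floor of about 1 CPM. The group means of miR-3475-3p (0.475 to 1.99 CPM) and miR-7013-5p (0.586 to 1.78 CPM) lay on both sides of it. Those of miR-467b-3p in 1X females and 4X males were near it. The remaining low-p miRNAs were miR-193b-5p (1.57) and miR-3084-5p, which had no count in 1X females. For miR-2137 the interaction was -0.13 (SE 0.90, FDR = 1), from -1.41 to 0.49 with each placenta left out in turn. It turned positive without any of 3 placentas and with a replicate block (0.090), so neither its direction nor its size is settled.

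By the quasi-likelihood test in edgeR, 0 interactions passed FDR 0.2 and 13 had an unadjusted p under 0.05 (8 higher and 5 lower). The robust fit, DESeq2 and limma-voom called 0 and the likelihood ratio test 1 (miR-467b-3p). No list passed (lowest adjusted p = 0.967). Adjusted over the list alone, 1 Sfmbt2 and 1 fragment miRNA passed. In simulated data 39.0% of 2-fold and 68.5% of 4-fold interactions were recovered.

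The last comparison set male against female placentas with diet held fixed. The skeletal muscle miRNA miR-206-3p had the lowest p, at 33.2 ± 15.05 CPM in females (SD, n = 5) and 15.4 ± 6.06 CPM in males (SD, n = 6; log2 fold change -1.11, male over female, SE 0.32, FDR = 0.998, edgeR quasi-likelihood test). Also lower in mean in males were miR-302c-3p, of an embryonic stem cell cluster, at 4.16 ± 0.74 and 2.13 ± 0.92 CPM (-0.99) and X-linked miR-501-5p at 18.7 ± 1.05 and 14.6 ± 1.56 CPM (-0.36). Near the floor of about 1 CPM were miR-7219-3p at 1.87 ± 0.75 and 0.765 ± 0.252 CPM (-1.25) and miR-7069-5p at 0.875 ± 0.507 and 0.218 ± 0.173 CPM (-1.81). Higher in mean were miR-1947-5p at 2.79 ± 0.50 and 5.57 ± 1.78 CPM (0.96), X-linked miR-471-3p at 1.79 ± 1.45 and 4.85 ± 2.10 CPM (1.28) and miR-874-3p (0.67). Near the floor, miR-128-1-5p was at 0.370 ± 0.096 and 1.03 ± 0.36 CPM (1.42). The miRNA miR-6954-3p had no count in females and 0.488 ± 0.460 CPM in males.

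X-linked miRNAs as a list had 42 of 75 members higher in males (median log2 fold change 0.05, adjusted p = 0.964). Within that list, miRNAs of the miR-465 to miR-883 cluster varied widely between placentas. This subset of 25 was chosen after its values were seen. Its mean log2 CPM ranged from 1.48 to 4.10 in female and from 3.24 to 4.24 in male placentas, a difference of 0.84 with diet held fixed (95% interval -0.20 to 1.88, two-sided exact permutation p = 0.095 over 200 arrangements). With replicate number also held fixed the difference was 0.97 (95% interval 0.26 to 1.69, two-sided exact permutation p = 0.0561 over 107 arrangements of sex within number). Sex was not permuted within diet there, and the arrangement equal to the diet split was left out. That p is therefore only a rough guide. In each of the 4 groups the placenta numbered 2 had the highest value.

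**Figure D2:**
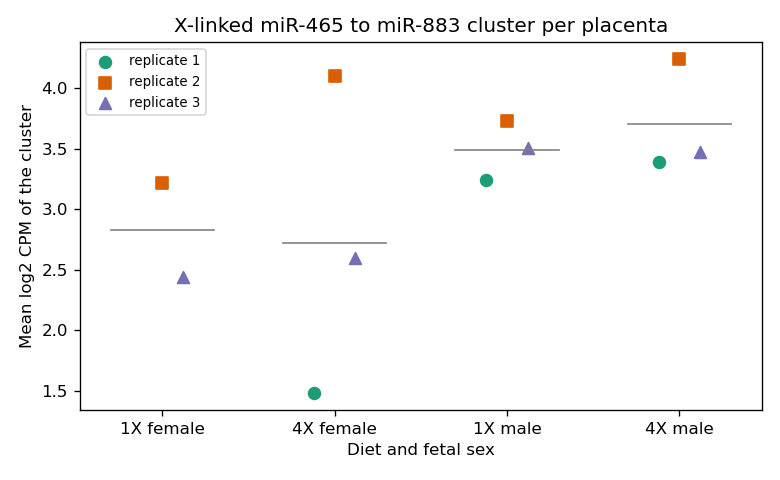
Mean log2 CPM of the 25 tested miRNAs of the X-linked miR-465 to miR-883 cluster (vertical axis) in each placenta (points) by diet and fetal sex (horizontal axis), with marker shapes for the replicate number and grey lines at the group means. Placentas numbered 2 sit between 3.22 and 4.24, at the top of each group.

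The edgeR quasi-likelihood test called 0 miRNAs for sex at FDR 0.2, with 21 at an unadjusted p under 0.05 (10 higher and 11 lower in males). The robust fit, the likelihood ratio test, DESeq2 and limma-voom each called 0. These models held no term for the replicate number. With that number as a block, a setting described below, the quasi-likelihood test called 10, all of the X-linked miR-465 to miR-883 cluster and higher in males. No list passed (lowest adjusted p = 0.964), and adjusted over the list alone 1 muscle and 1 neural miRNA passed. In simulated data 65.5% of 2-fold and 88.5% of 4-fold sex differences were recovered.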

Values the study reported

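The study included 609 miRNAs in its statistical analysis. For miR-2137 it reported a fold change of 0.3 in 4X against 1X placentas with an FDR of 0.125. By fetal sex, its fold changes were 0.4 in females and 0.3 in males, which did not reach significance.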

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

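The tests of explanations in this part were chosen after the results were seen, apart from that of trophoblast and the counts over other splits of the placentas. Each result in the next paragraph, and those of the 1X male placenta numbered 3 after it, has a placenta whose distance to its nearest neighbour, as a share of the range of its diet group, exceeded Dixon's 95% limit. This held for 13 of 191 groups tested, and chance gives about 1 in 20, or 9.55. The measured values are as follows.

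The 1X male placenta numbered 1 was lowest in miR-6516-5p (1.20 CPM, next 3.42, share 0.828). In the 1X group, the 1X female placenta numbered 2 was highest in miR-3154 (1.84 CPM, next 0.400, share 0.782). The 1X male placenta numbered 2 was highest in miR-669c-5p (10383 CPM, next 6154, share 0.801), in miR-128-3p (282 CPM, next 184, share 0.949) and in the neural list (0.0443% of counts, share 0.731). Among 4X placentas, the female numbered 3 was highest in miR-6538 (3.13 CPM, next 1.41, share 0.654) and the male numbered 3 in miR-3963 (46.4 CPM, next 18.1, share 0.764). The 4X female placenta numbered 1 was highest in miR-3968 (185 CPM, next 131, share 0.633). The 4X male placenta numbered 2 was highest in the vascular list (6.37% of counts, share 0.634) and in the fragment candidates (0.348% of counts, next 0.244%, share 0.638).

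The 1X male placenta numbered 3 was highest in miR-192-5p (1319 CPM, next 451, share 0.888), miR-215-5p (761 CPM, next 287, share 0.779) and the endoderm or liver list (0.240% of counts, next 0.0894%, share 0.893). Over the 11 placentas, log2 CPM of miR-192-5p went with that of miR-194-5p (r = 0.979, permutation p = 5.0e-05, adjusted 1.5e-04; rho = 0.918, permutation p = 2.3e-04, adjusted 6.9e-04; 3 relations) and miR-215-5p (r = 0.855, permutation p = 0.00214, adjusted 0.00321; rho = 0.655, permutation p = 0.0341, adjusted 0.0512), with r of 0.945 and 0.610 without the 2 farthest placentas. The liver miRNA miR-122-5p did not follow, at 7.38 to 19.4 CPM (r = 0.257, permutation p = 0.444; rho = 0.145, permutation p = 0.676; r = 0.329 without the 2 farthest). Liver tissue would bring more miR-122-5p than miR-192-5p, and the slope of the former on the latter was 0.162 (95% interval -0.30 to 0.62), which argues against liver. Yolk sac or gut endoderm was not tested and stays open, as does a difference between dams.

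The lower mean of miR-2137 in 4X placentas was weighed against GC content and RNA fragments. The straight trend of log2 fold changes over precursor GC content predicted -0.0054 (SE 0.025) at the 60.6% GC of the miR-2137 precursor. This is far from the -1.48 of miR-2137 and argues against such a trend. The GC content of the mature sequences was not computed, and a straight trend can miss an effect limited to GC-rich miRNAs. Among the named miRNAs of lowest p for diet, the 5 lower ones had precursors of 50% to 83.1% GC. The 5 higher ones had 32.5% to 51.9%, which was not tested. GC content therefore stays open. With the mean of the fragment candidates as a covariate the diet difference was -0.15 (SE 0.56), against -1.16 (SE 0.45) without it. That interval holds both 0 and the whole difference, and a diet effect on the fragments themselves would give the same value, so the explanations cannot be told apart. Maternal diet also stays open, as the difference passed only under some settings.

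The X-linked miR-465 to miR-883 cluster ranged over 2.76 log2 units between placentas. A shift through the share of miR-21a-5p can give at most 0.434, and the diet difference of the cluster mean was 0.07 (95% interval -0.97 to 1.11, exact permutation p = 0.89), too small to account for the range. Replicate number explained 68.8% of the variance within groups, against a median of 26.5% over 432 arrangements (exact permutation p = 0.00463, the smallest they can give), so a batch or another condition shared by same-numbered placentas may be involved, though the labels name none and the cluster was picked because it varied. A changed share of trophoblast, read from the Sfmbt2 families, gave r = 0.145 (permutation p = 0.678; rho = -0.14, permutation p = 0.693; r = -0.61 without the 2 farthest), which met the bound set against it before the test, an r under 0.3 with and without these 2. That bound was judged too weak after the values were seen, because the upper 95% limit of 0.685 includes the r over 0.6 that trophoblast needs, so it stays open. Fetal sex stays open too, with a difference of 0.84 (exact permutation p = 0.095), or 0.97 with replicate number held fixed (95% interval 0.26 to 1.69, exact permutation p = 0.0561 over 107 arrangements of sex within number). The latter p is a rough guide, as sex was not permuted within diet, and its interval excludes 0.

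Other splits of the 11 placentas bear on the counts for diet and sex. The totals of 100, 99 and 10 splits given here count the real grouping as 1 of the splits. The splits sorted by the placentas numbered 2 leave it out. In the diet contrast 69 of 100 splits had at least the 27 miRNAs at an unadjusted p under 0.05 of the real one (highest other 236), and 24 had at least the 3 calls of the likelihood ratio test (highest other 235), so chance cannot be excluded for these counts. For sex 83 of 99 splits had at least its 21 miRNAs (highest other 201), and the same holds. These splits ignored sex and replicate number, whereas both real groupings had 2 placentas numbered 2 on each side. Among other splits balanced in that way, the median count at an unadjusted p under 0.05 was 27 for diet and 28 for sex. Likelihood ratio calls were not sorted in this way. Their 24 of 100 therefore does not say how rare 3 calls are among balanced splits. The real counts of 0 calls decide nothing, since 100 of 100 diet splits (highest other 244), 99 of 99 sex splits (highest other 194) and 10 of 10 male splits (highest other 10) reach 0 whatever the data. Splits that call many miRNAs point to a structure of the samples. A look chosen after the splits were seen showed that 4 of 4 diet splits with the 4 placentas numbered 2 on 1 side called over 50 miRNAs (median 120), against 1 of 45 with 3 of them together and 0 of 50 with 2. In the sex contrast the same look was less clear, with 2 of 6 such splits over 50 (median 21) and 3 of the 6 without a call, against 1 of 43 and 0 of 49. In males 10 splits are too few for a share under 0.05, and 8 had at least the 20 miRNAs at an unadjusted p under 0.05 (highest other 81).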

How the results depend on the processing

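The likelihood ratio test with no sex term and 3 other alternatives were chosen after the data were seen. The diet count of 0 became 1 with library size only, DESeq2 or no sex term (miR-6538), 3 with no filter or the likelihood ratio test, and 5 with the likelihood ratio test and no sex term. Over placentas left out in turn it ranged from 0 to 3. The log2 fold change of miR-2137 was negative throughout, from -1.70 to -1.12 over placentas left out (males -1.90 to -0.94, females -2.03 to -0.11). It passed with no filter (-1.45, FDR = 0.0043), the likelihood ratio test (-1.48, FDR = 0.176) and the latter with no sex term (-1.53, FDR = 0.195). Over all settings its FDR ran from 0.0043 to 1.00. Its exact permutation difference ranged from -1.47 to -0.88 (p from 0.02 to 0.113), with fewer arrangements in each. Males had 7 calls with no filter, 2 with the likelihood ratio test and 1 with male samples alone. Females had 1 with no filter (miR-363-3p), the interaction 1 with no filter (miR-8114) and 1 with the likelihood ratio test, and sex 1 with no filter (miR-206-3p). A preset correlation called 2 lists for diet, 1 in males and 1 in females. The interaction of miR-2137 ranged from -1.41 to 0.49 over placentas left out and turned to 0.49, 0.16 and 0.40 without 1X female 2, 4X female 3 and 1X male 1. In units of 1000000 counts, the difference in library totals was -0.058 and ran from -0.28 to 0.12 over placentas left out. Where a call changed, the cause was not tested. Of 1356 values of named miRNAs, leaving out miR-2137 in the diet contrast of all placentas, 1325 kept direction and side, 27 newly passed and 4 turned. The 4 that turned were all of the interaction of miR-2137, counting that with a replicate block.

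Deviations from the group means, correlated across 482 miRNAs, went together in 12 of 15 pairs of same-numbered placentas (median r 0.49, from -0.20 to 0.69). The other pairs all held the 4X female placenta numbered 3 (r -0.20, -0.19 and -0.04). Centring within small groups alone gives a median of -0.19 over 432 arrangements of the numbers, of which 6 gave one as high as the real one. The closest placenta of another group had the same number for 10 of 11. As not all pairs went together and the labels name no batch, the main tests did not take the numbers as pairs. A shared batch need not move every pair, so the lack of calls for diet and sex holds for the model without a block. As a hint from the data, a replicate block gave 5 calls for diet (miR-2137, miR-499-5p, miR-6240, miR-6538 and miR-669h-5p), with miR-2137 at -1.47 (FDR = 0.0285, edgeR quasi-likelihood test), and 10 for sex, all of the X-linked miR-465 to miR-883 cluster and higher in males. The interaction of miR-2137 was 0.090 with the block, which changed no other count of calls. Rare miRNAs are limited by depth, since 3 counts are near 1 CPM.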

Other observations

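All tests in this part but the correlation between the sexes were chosen after the results were seen. The first principal component of the 482 miRNAs over 10 CPM held 46.2% of the variance and the second 14.97%. Placentas numbered 2 had the 4 lowest values of the first, from -6.74 to -3.72, and the share of miR-21a-5p was lowest in the same 4 libraries, from 8.96% to 11.7%, against 14.4% to 32.6% in the others.

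A diet response common to both sexes would make male and female diet differences go together across miRNAs. Across 482 miRNAs, which are not independent replicates, the correlation was 0.026, and 0.47 of 200 arrangements of diet within sex gave one at least as high. The bound set before the test, a share of 0.05 or more, was too weak to exclude a common response, because arrangements alone gave from -0.70 to 0.703. A common response therefore stays open.

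The number of miRNAs tested here was 926. That is higher than the value quoted from the study above. The FDR of miR-2137 was 0.999 in the edgeR quasi-likelihood test. That is higher than the value quoted from the study above. In edgeR's likelihood ratio test it was 0.176, and which edgeR test and model terms lie behind the quoted value is not given in the sources used here.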
